A study of Homo sapiens with 20 samples. Its data were reported in "Evaluation and validation of a robust single cell RNA-amplification protocol through transcriptional profiling of enriched lung cancer initiating cells" (2014).

How the data were processed

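Gene expression was measured on Affymetrix HG-U133 Plus 2 arrays in MCF7 and MCF10A, which are human breast epithelial cell lines. MCF7 is an oestrogen receptor positive luminal cancer line, and MCF10A is a non-tumorigenic line with basal features. The labels give 1 DMEM medium with fetal calf serum for both lines, whereas the methods of the study give MCF10A a medium with horse serum, insulin, EGF, cholera toxin and hydrocortisone. If so, line and medium went together on these arrays. Each line was profiled from cDNA amplified from 1 ng of RNA and from cDNA amplified from 1 cell, with 5 arrays in each of the 4 groups and 20 arrays in all. The amplification was primed with oligo-dT, and the cDNA was labelled with biotin. The labels call the 5 samples of each group biological replicates, but nothing in the records says whether the 1 ng samples came from separate cultures. The p-values therefore measure the spread between these samples, which may be technical.

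The values were log2 probeset signals that the authors deposited after RMA summarization in Affymetrix Power Tools, whose version the records do not state. The table held all probesets of the array, with values from 2.52 to 14.69. The deposited columns were checked for a common normalization by comparing their sorted values. The median distance between arrays was 0.026 within the 1 ng arrays, 0.0489 within the single cell arrays and 0.663 between them, so the inputs had evidently been normalized in separate runs. Differences between the lines lie within a run. Differences between single cells and 1 ng cross the runs. They also cross the starting material, since by the methods of the study cells were sorted into lysis solution and the 1 ng was purified RNA. Both limits hold wherever such differences are given. Probe intensities, the 10 μg reference arrays and the sequencing of the same cells were not used here.

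Probesets were joined to genes through the Entrez numbers of the platform table and the symbols and gene types of the RefSeq annotation. Of the probesets, 41097 mapped to 1 gene, 1801 to several genes and 11777 to none, and 54 carried an Entrez number that the annotation lacked and were not counted as protein-coding. A gene's value was the mean of its own probesets, which for ACTB and GAPDH include the control probesets of their 5′ end, middle and 3′ end. Tests used the 16516 protein-coding genes of the 19777 genes measured, and 9715 of them had several probesets. No coordinates are given, because no genome accompanied the arrays.

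The lines were compared separately in single cells and in 1 ng, always as MCF7 minus MCF10A. Each comparison was fitted in limma 3.58.1 under R 4.3.3 with lmFit and eBayes on its 10 arrays. The difference between the line effects of the inputs (the interaction) was fitted over the 20 arrays, and single cell minus 1 ng was fitted within each line. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 with a change of more than 2-fold. The background of an array was the 95th percentile of 89 measured genes silent in breast epithelium, and a gene was detected above it. The mean background level was 7.10 in 1 ng and 6.68 in single cells. Where the dimmer group lay below background on all 5 arrays, the fold was counted from the mean background level of those arrays and is written as at least that value. Where some of its arrays lay below background, those arrays were raised to their background first, and the fold is written the same way. Log2 differences are those of the deposited signals, so that where the dimmer group lay below background their size and order rest partly on values that carry no measured signal. For lists, a second median was taken after values were raised to the mean background of the 10 arrays of that input, a step added after the results had been seen. Arrays give no counts, so the number of arrays limits the precision.

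Gene lists, 23 in number with 570 symbols of which 62 were not measured, were tested with camera at a preset correlation of 0.01 and called at an adjusted p under 0.05 over the lists. A list of squamous differentiation genes, of which 34 were tested, was added after the data had been seen for 1 test of the closing section. The camera test with an estimated correlation and fry were run beside it. Single measures per array were compared with exact two-sided permutation tests over all splits of 5 against 5, whose smallest p is 0.00794. The groups of arrays were also split at random, with 100 of the 126 splits drawn, to see how often other splits gave as large a count. For the interaction the arrays were also split between the lines within each input after the line and input effects of each gene were removed, a test added after the results had been seen.

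The genes named were the 10 with the largest change in each direction among those called with all 5 arrays of 1 line above all 5 of the other, for each line comparison. The 5 called genes with the lowest p in each direction were named for the interaction and for each input comparison. A fixed set of line markers and housekeeping genes was always named, and up to 4 members with the largest change were named for each list. The markers were ESR1, GATA3, FOXA1, TFF1, KRT8, KRT18, KRT19, KRT5, KRT14, KRT17, VIM, CDH1, EPCAM, CD44, EGFR, GSTP1, CAV1, ANXA1, CASP3 and CCND1, and the housekeeping genes were RPL32, GAPDH, RPL14, B2M, PGK1 and ACTB. KRT17 and CASP3 had no probeset of their own and were not measured here. The comparisons, tests, thresholds, lists, naming rule and most alternatives were fixed before the data were examined. Matching of list symbols to annotation synonyms was corrected after results had been seen, because 4 symbols had been matched to other genes.

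Alternatives covered scaling (quantile normalization, median centring), the gene summary (the probeset with the highest mean, probesets 1 by 1), the genes tested (those above background, all genes with 1 symbol) and the variance model (eBayes with trend and robust, array weights, a variance per input type, 4 group means over all 20 arrays). They also covered the replicate number as a block, an adjusted p under 0.05, calls by no overlap between the lines with a change over 2-fold, other background levels (the 99th percentile, or the median plus 2), gene subsets for the correlations, and each array left out in turn. MCF10A single cells 4 and 5 were left out together, camera was run on the interaction, each list was tested by exact permutation, and the detected genes of the lines were compared with the other background levels, all as alternatives chosen after the data had been seen.

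The procedure was tested on simulated data with changes planted in some of 16516 genes. Planted changes of 2 log2 units were recovered for 74.6% of genes in single cells and 98.5% in 1 ng, and 6 and 0 unchanged genes were called. The changed genes were drawn from all levels, under background too, and the noise was normal and independent. These shares may therefore not hold for genes that are on in some cells and off in others. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the tables and plots.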

Results

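Expression was measured on 20 arrays, 5 for each of 4 groups: single MCF7 cells, single MCF10A cells, 1 ng of MCF7 RNA and 1 ng of MCF10A RNA, all amplified before hybridization. The values were log2 signals of the probesets of the array, and 16516 protein-coding genes were tested. The median signal of an array was 6.20 to 6.30 in 1 ng and 5.46 to 5.60 in single cells. The series record names the 1 ng samples as the control of the single cells and the line difference as what is compared between them, beside a 10 μg reference that was not used here.

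The line of origin set the arrays apart whatever the input, but the input was the larger axis of variation. The first principal component held 38.5% of the variance and parted single cells from 1 ng. The second held 21.1% and parted the lines. The inputs had been normalized in separate runs. For all 20 arrays the array with the highest correlation was of the same line, and for all 20 so was the best match in the other input. All 10 single cells lay nearest to the 1 ng centroid of their own line. The mean correlation between arrays across genes was 0.786 among MCF7 cells and 0.746 among MCF10A cells, against 0.664 between cells of different lines. In 1 ng it was 0.971 within MCF7, 0.974 within MCF10A and 0.819 between the lines. Single cells correlated with the 1 ng arrays of their own line at 0.814 in MCF7 and 0.769 in MCF10A, and with those of the other line at 0.711 and 0.644. These correlations run across genes, which are not independent replicates.

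**Figure D1:**
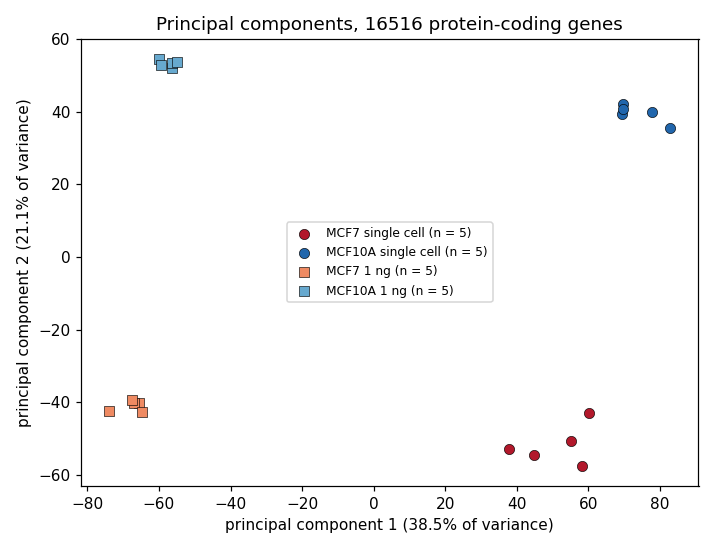
First and second principal components of the 16516 protein-coding genes, 1 point per array and 1 colour and marker per group. The axes hold 38.5% and 21.1% of the variance, and arrays of 1 group lie together. The first axis parts single cells from 1 ng, and the second parts the lines.

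Single MCF7 cells held luminal, hormone-responsive transcripts that lay near or under background in single MCF10A cells. TFF1 (Entrez 7031), a secreted trefoil peptide induced by oestrogen, averaged 12.82 ± 0.44 in MCF7 cells and 6.09 ± 0.40 in MCF10A cells (log2, SD, n = 5), at least 64.4-fold higher in MCF7. Its relative TFF3 (Entrez 7033) averaged 13.59 ± 0.44 and 6.73 ± 0.27 (SD, n = 5), at least 106-fold higher. In the other direction, GPX1 (Entrez 2876), a glutathione peroxidase, averaged 13.37 ± 0.16 in MCF10A cells and 5.61 ± 0.28 in MCF7 cells (SD, n = 5), at least 113-fold higher in MCF10A.

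Of the 16516 genes, 149 were called between the lines in single cells, 83 higher in MCF7 and 66 higher in MCF10A. Their median absolute difference was 3.02 on the log2 scale, and in all 149 the 5 cells of 1 line lay above the 5 of the other. In 103 of them the dimmer line was below background in all 5 cells. The size and order of log2 differences among such genes rest partly on values under background. By the deposited signals SPTSSB (Entrez 165679), a subunit of serine palmitoyltransferase (7.75, SE 0.25, adjusted p = 2.54e-07), and NUP210L (Entrez 91181), a nucleoporin relative (7.31, adjusted p = 4.31e-07), came first toward MCF7, but counted from background they were at least 24.2-fold and 24.8-fold higher, less than TFF3, S100P and TFF1. S100P (Entrez 6286), a calcium-binding protein, was at least 74.1-fold higher in MCF7 cells (6.89, SE 0.46, adjusted p = 3.7e-05), TFF3 differed by 6.86 and TFF1 by 6.73. HENMT1 (Entrez 113802), an RNA methyltransferase, was at least 13.6-fold and TSPYL5 (Entrez 85453) at least 13.9-fold higher in MCF7 cells. FXYD3 (Entrez 5349), a regulator of the sodium pump, was at least 44.1-fold higher and the epithelial GTPase RAB25 (Entrez 57111) at least 25.8-fold, and the epithelial splicing factor ESRP1 (Entrez 54845) was higher by 6.07.

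Toward MCF10A, GPX1 differed by −7.76 (SE 0.15, adjusted p = 4.94e-09) and NNMT (Entrez 4837), which methylates nicotinamide, by −7.00, at least 94.0-fold. GSTP1 (Entrez 2950), a glutathione transferase, averaged 12.76 ± 0.27 in MCF10A cells and 6.87 ± 0.20 in MCF7 cells (SD, n = 5), 59.2-fold higher in MCF10A. The caveolar genes CAVIN3 (Entrez 112464) and CAV1 (Entrez 857) were higher in MCF10A cells, by at least 25.8-fold and at least 26.3-fold. S100A2 (Entrez 6273), another calcium-binding protein, was at least 60.6-fold higher in MCF10A cells, the secreted protease inhibitor SLPI (Entrez 6590) at least 74.6-fold and the quinone oxidoreductase TP53I3 (Entrez 9540) at least 65.0-fold. IGFBP6 (Entrez 3489), which binds insulin-like growth factors, was at least 45.8-fold higher and the matrix protein TGFBI (Entrez 7045) at least 52.1-fold. In MCF7 cells IGFBP6 was above background in replicate 3 alone (10.57) and SLPI reached 9.14 in replicate 1, with 5.69 to 6.68 in the others. The calls of ESRP1, CAV1 and IGFBP6 sat close to the threshold, with adjusted p of 0.00388, 0.00748 and 0.00792, and each was lost when any of several single cells was left out, as were those of ZNF217, H2BC9 and ANGPTL4 named below for their lists. FXYD3, RAB25, TGFBI and TP53I3 lost theirs without MCF10A cell replicates 4 and 5 together, at adjusted p of 0.0133 to 0.0233. The count was 323 at an adjusted p under 0.05, and 712 when the variance was taken from all 20 arrays. Which line had more genes called higher depended on single cells, with 70 toward MCF7 and 79 toward MCF10A without MCF10A cell replicate 4.

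Among the line markers, KRT19, a simple epithelial keratin, was at least 9.98-fold higher in MCF7 cells (3.73, adjusted p = 1.97e-05). The intermediate filament VIM was at least 1.61-fold (−2.67, adjusted p = 7.67e-05) and the annexin ANXA1 at least 1.87-fold (−3.13, adjusted p = 4.57e-05) higher in MCF10A cells. KRT18 differed by 0.82 (adjusted p = 0.00124), which is under 2-fold. The luminal transcription factor GATA3 averaged 11.81 and 7.45 (4.36, adjusted p = 0.012), and the adhesion protein EPCAM differed by 5.18 (adjusted p = 0.0155), but neither was called. FOXA1 differed by 1.76 (adjusted p = 0.034), KRT8 by 1.12 (adjusted p = 0.0508), CDH1 by 1.90 (adjusted p = 0.0844), KRT5 by −1.67 (adjusted p = 0.024) and CD44 by −1.39 (adjusted p = 0.019). KRT14 differed by −4.54 with 10.25 ± 4.08 (SD, n = 5) in MCF10A cells (adjusted p = 0.233). ESR1, the oestrogen receptor gene, has 9 probesets, most of them dim, and their mean differed by only 0.67 (adjusted p = 0.0137). Its brightest probeset averaged 11.32 ± 0.63 in MCF7 cells and 4.52 ± 0.30 in MCF10A cells (SD, n = 5), and with the probeset of highest mean ESR1 was called (6.80, adjusted p = 2.44e-06), as was FOXA1 (2.04, adjusted p = 0.00166). The mean over probesets can thus hide or shrink a difference carried by 1 of them. With the probeset of highest mean KRT19 differed by 6.73 (adjusted p = 4.37e-06), VIM by −5.29 (adjusted p = 0.000118) and ANXA1 by −6.24 (adjusted p = 5.42e-05). EGFR differed by −0.60 (adjusted p = 0.222) and CCND1 by 0.43 (adjusted p = 0.404). Of the housekeeping genes, B2M differed by −0.76 (adjusted p = 0.0533), GAPDH by −0.41, ACTB by −0.19, RPL14 by −0.13, RPL32 by 0.02 and PGK1 by −0.01, and none was called.

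**Figure D2:**
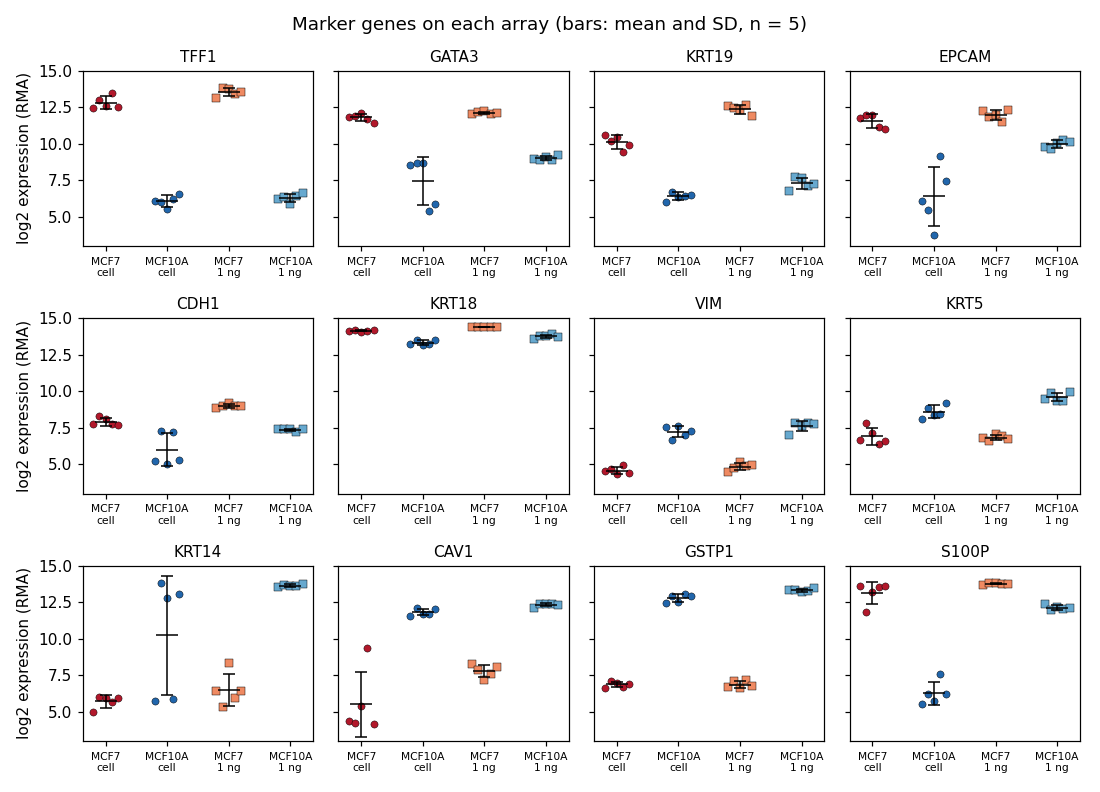
Log2 signal of 12 marker genes, 1 point per array, with the mean and SD of each of the 4 groups of 5 arrays. TFF1 averaged 12.82 in MCF7 cells and 6.09 in MCF10A cells, and KRT14 spread from 5.75 to 13.79 among MCF10A cells.

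The luminal list had the lowest adjusted p with the preset correlation between single cells. With an estimated correlation its adjusted p was 0.00109, and the list of 20q13 and 17q23 genes below came first (adjusted p = 0.000198). Of its 25 measured genes, 5 were called higher in MCF7 cells and none lower (14 adjusted over the list alone), with a median difference of 1.76 (adjusted p = 1.39e-24). They were TFF1, TFF3, KRT19, the oestrogen-responsive GREB1 (1.40, with both means under background) and the receptor ERBB3. Of 19 epithelial junction genes, 5 were called higher (10 adjusted over the list alone, median 1.90, adjusted p = 1.04e-13), among them ESRP1, RAB25, the tight junction gene CLDN7, at least 6.43-fold, and the transcription factor GRHL2, at least 7.78-fold higher. Of 21 oestrogen-induced genes, 3 were called higher, TFF1, GREB1 and NHERF1 (1.11), while adjusted over the list alone 8 were higher and 1 lower (median 1.24, adjusted p = 1.03e-10). CELSR2 (3.66, adjusted p = 0.0448), RET (2.90, adjusted p = 0.0588) and IGFBP4 (2.13, adjusted p = 0.022) did not pass. Of 29 genes from the chromosome regions 20q13 and 17q23, which are amplified in MCF7, 6 were called higher (11 adjusted over the list alone, median 1.13, adjusted p = 1.76e-20). ZNF217 was at least 5.65-fold and SULF2 at least 3.12-fold higher, and BCAS3 at least 20.1-fold. With an estimated correlation the adjusted p was 0.00406 for junction genes and 0.00109 for oestrogen-induced genes.

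Basal and mesenchymal genes went the other way. Of 21 basal genes, 5 were called higher in MCF10A cells, S100A2, CAV1, GSTP1, ANXA1 and TRIM29, and none in MCF7 cells (9 adjusted over the list alone, median −1.26, adjusted p = 4.56e-11). Of 19 mesenchymal genes, 5 were called higher in MCF10A cells, VIM, TGFBI, the TGF-beta receptor TGFBR2, at least 3.87-fold, the ezrin relative MSN, at least 2.69-fold, and the actin-binding CALD1 (−1.28, with both means under background) (10 adjusted over the list alone, median −1.69, adjusted p = 1.04e-13). SPARC (−3.94, adjusted p = 0.0237) and TWIST1 (−3.38, adjusted p = 0.0565) did not pass. Of 16 glucocorticoid-induced genes, 3 were called higher in MCF10A cells (7 adjusted over the list alone, median −1.32, adjusted p = 4.26e-06). They were the transcription factor ZBTB16, at least 24.9-fold, the metallothionein MT1E, at least 21.7-fold, and ANGPTL4 (−2.53). With an estimated correlation the adjusted p was 0.0123 for basal, 0.00863 for mesenchymal and 0.0123 for glucocorticoid-induced genes. By the methods of the study hydrocortisone, EGF and cholera toxin, which raises cAMP, were added to the medium of MCF10A alone. Line and medium therefore cannot be told apart in the glucocorticoid-, EGF- and cAMP-induced lists of either input.

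A further 5 lists were called in single cells with the preset correlation and lost with an estimated correlation. Of 21 inflammatory genes, the cytokine IL18 alone was called, at least 5.95-fold higher in MCF10A cells (1 adjusted over the list alone, median −0.32, adjusted p = 0.000151, adjusted p = 0.0996 with an estimated correlation). No gene of the 14 in the HLA list was called (1 lower adjusted over the list alone, median −0.61, adjusted p = 0.00126, adjusted p = 0.107 with an estimated correlation). Of 12 histone genes, H2BC9 was called at least 13.2-fold higher in MCF7 cells (1 adjusted over the list alone, median 1.32, adjusted p = 0.000135, adjusted p = 0.104 with an estimated correlation). None of 18 immediate early and heat shock genes was called (1 higher adjusted over the list alone, median 0.44, adjusted p = 0.000863, adjusted p = 0.123 with an estimated correlation). The 89 silent genes, which serve as background, had none called (0 adjusted over the list alone, median −0.14, adjusted p = 0.000346, adjusted p = 0.496 with an estimated correlation).

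The other 11 lists were not called in single cells. Of 17 p53 targets, TP53I3 alone was called (1 adjusted over the list alone, median −0.38, adjusted p = 0.460), and of 11 fibroblast markers, FBLN1 alone, at least 2.04-fold higher in MCF10A (1 adjusted over the list alone, median −0.17, adjusted p = 0.0637). No gene was called, and 0 adjusted over the list alone, in the other 9. These were the lists of EGF-induced genes (19 genes, median −0.20, adjusted p = 0.313), cAMP-induced genes (14, −0.12, 0.460), interferon-induced genes (21, −0.19, 0.155), the cell cycle (34, 0.09, 0.0776), oxidative phosphorylation (42, 0.01, 0.181), housekeeping genes (6, −0.16, 0.163), leukocyte markers (14, −0.12, 0.141) and endothelial markers (11, −0.16, 0.0606). The ninth held 31 ribosomal protein genes, whose median (−0.002) and test (toward MCF7, adjusted p = 0.164) differed in sign. In all, camera called 12 of the 23 lists, 6 toward each line, 7 held with an estimated correlation, and fry called 14. Without MCF7 cell replicate 2 the cell cycle list was called toward MCF7 (adjusted p = 3.2e-05), as it was without MCF10A cell replicate 3 (adjusted p = 0.0037) or 4 (adjusted p = 0.0404), and the fibroblast and endothelial lists were each called toward MCF10A without 1 of several cells. Chance was not excluded for the number of lists, since 13 of 100 random splits of the cells called as many. With values raised to background the medians were smaller for dim lists, 1.17 for luminal genes, 1.47 for junction genes, 0.43 for oestrogen-induced genes, −0.73 for basal genes and −0.81 for mesenchymal genes.

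The 1 ng arrays showed the same markers, with KRT14 and SPRR1B among the largest differences. TFF1 was at least 73.8-fold higher in MCF7 (7.24, adjusted p = 1.95e-10). GSTP1 averaged 13.32 ± 0.10 in MCF10A and 6.87 ± 0.26 in MCF7 (SD, n = 5), at least 82.0-fold higher in MCF10A. KRT14 (Entrez 3861), the keratin of basal epithelial cells, averaged 13.65 ± 0.08 in MCF10A and 6.49 ± 1.12 in MCF7 (SD, n = 5), at least 90.6-fold higher in MCF10A. SPRR1B (Entrez 6699), a protein of the cornified envelope, averaged 12.69 ± 0.07 and 5.64 ± 1.76 (SD, n = 5), at least 49.8-fold higher in MCF10A.

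In 1 ng, 1749 genes were called, 872 higher in MCF7 and 877 higher in MCF10A, with a median absolute difference of 1.54. The 5 arrays of each line did not overlap in all but 53 of them, and in 780 the dimmer line was below background on all 5 arrays. By the deposited signals, which for these genes lay under background in MCF10A, the largest differences toward MCF7 were in SPTSSB (7.95), TFF1, MSMB (Entrez 4477, difference 7.10, adjusted p = 2.41e-09), TFF3 (7.03), TSPYL5 (6.95), HENMT1 (6.74), myoglobin or MB (Entrez 4151, difference 6.69), NUP210L (6.68), the secretory pathway isomerase AGR2 (Entrez 10551, difference 6.44) and the nuclear envelope protein SYNE4 (Entrez 163183, difference 6.35). Counted from background TFF3 came first at no less than 96.8-fold, followed by TFF1. The secreted prostate protein MSMB was at least 36.1-fold higher, MB at least 34.1-fold, SYNE4 at least 22.2-fold and AGR2 at least 16.4-fold, and SPTSSB, TSPYL5 and HENMT1 at least 20.6-fold, 17.6-fold and 17.5-fold. Toward MCF10A they were in GPX1 (−7.44), KRT14 (−7.16, SE 0.44, adjusted p = 4.59e-07), SPRR1B (−7.05, adjusted p = 1.6e-05), NNMT (−7.00), FGFBP1 (Entrez 9982, difference −6.88), GSTP1 (−6.45), GSDME (Entrez 1687, difference −6.23), CAVIN3 (−5.98), SLPI (−5.90) and FXYD5 (Entrez 53827, difference −5.87). FGFBP1, which binds fibroblast growth factors, was at least 44.1-fold higher, the pore-forming GSDME at least 8.54-fold and FXYD5, another regulator of the sodium pump, at least 54.1-fold.

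Of the genes this list added to that of single cells, FXYD5 was also called in cells, at least 53.2-fold. The others differed between single cells by −4.18 for FGFBP1 (adjusted p = 0.0113), 4.27 for AGR2 (adjusted p = 0.0268), 5.25 for SYNE4 (adjusted p = 0.0562), 5.46 for MB (adjusted p = 0.0603), −3.96 for GSDME (adjusted p = 0.156), 2.17 for MSMB (adjusted p = 0.399) and −0.10 for SPRR1B (adjusted p = 0.664). More of the line markers passed in 1 ng. KRT19 was at least 29.1-fold higher in MCF7, GATA3 8.52-fold, EPCAM 3.98-fold, KRT8 3.88-fold and CDH1 at least 2.95-fold, and FOXA1 differed by 2.75 with its MCF7 mean (7.27) under the background of MCF10A, while KRT5 was at least 6.36-fold, ANXA1 at least 7.01-fold and VIM at least 1.71-fold higher in MCF10A. CD44 was at least 2.22-fold higher in MCF10A. KRT18 (0.66), CCND1 (0.93) and ESR1 (0.82) differed by under 2-fold, and EGFR by −0.51 (adjusted p = 0.016). With the probeset of highest mean ESR1 (6.92, adjusted p = 2.14e-11), CCND1 (1.33) and EGFR (−1.87, adjusted p = 0.000346) were called, that of ESR1 averaging 11.62 ± 0.10 in MCF7 and 4.70 ± 0.23 in MCF10A (SD, n = 5). By that probeset the differences of KRT19 (6.90), VIM (−5.31) and ANXA1 (−5.27) in 1 ng were larger than the folds above. None of the housekeeping genes was called, with differences of −0.81 for B2M, −0.27 for PGK1, −0.19 for RPL14, −0.09 for GAPDH, −0.03 for RPL32 and 0.01 for ACTB. With the variance taken from all 20 arrays the count was 1054, and over the 7208 genes above background it was 1036.

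The same cell identity lists led in 1 ng. With an estimated correlation, the lists that held had adjusted p of 0.000378 to 0.00273 toward MCF7 and 0.000378 to 0.0449 toward MCF10A. Of 25 luminal genes, 18 were called higher in MCF7 and none lower (18 adjusted over the list alone, median 1.59, adjusted p = 1.07e-20). Of 19 epithelial junction genes, 12 were called higher, among them GRHL2, at least 7.42-fold, and the transcription factor ELF3, at least 7.61-fold (12 adjusted over the list alone, median 1.39, adjusted p = 1.40e-11). Of 21 oestrogen-induced genes, 12 were called higher, among them the receptor kinase RET, at least 9.12-fold, and IGFBP4 (3.12) (12 adjusted over the list alone, median 1.31, adjusted p = 1.40e-11). Of 29 genes of 20q13 and 17q23, 17 were called higher, among them BCAS3 (at least 33.9-fold), ZNF217 (at least 10.5-fold) and PPM1D (at least 8.18-fold) (17 adjusted over the list alone, median 1.30, adjusted p = 3.75e-15). Of 12 histone genes, 8 were called higher, among them H2BC21, at least 7.72-fold, and H2AC8, at least 8.72-fold (8 adjusted over the list alone, median 2.06, adjusted p = 1.08e-07). Of 18 immediate early and heat shock genes, 6 were called higher, among them the transcription factors FOSB, at least 8.55-fold, JUNB, at least 3.01-fold, and EGR3, at least 1.20-fold (6 adjusted over the list alone, median 0.60, adjusted p = 1.03e-05).

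Toward MCF10A in 1 ng, 13 of 21 basal genes were called, among them KRT14 and S100A2 (−4.84) (13 adjusted over the list alone, median −2.19, adjusted p = 3.50e-14). Of 19 mesenchymal genes, 14 were called, among them the receptor kinase AXL, at least 9.38-fold, the matrix protein SPARC, at least 6.58-fold, and the transcription factor TWIST1, at least 5.38-fold (14 adjusted over the list alone, median −1.53, adjusted p = 2.19e-15). Of 16 glucocorticoid-induced genes, 9 were called, among them MT1E, at least 35.3-fold, ZBTB16, at least 6.24-fold, and DDIT4 (−2.50) (9 adjusted over the list alone, median −1.01, adjusted p = 2.59e-08). Of 21 inflammatory genes, 5 were called, among them the calcium-binding alarmin S100A8, at least 30.2-fold, IL18, at least 5.04-fold, and the chemokine CXCL1, at least 2.74-fold (5 adjusted over the list alone, median −0.34, adjusted p = 7.63e-05). Of 19 EGF-induced genes, FOSL1, at least 8.44-fold, DUSP6, at least 6.43-fold, PLAUR, at least 2.48-fold, and SPRY2 (−1.92, with both means under background) were called higher in MCF10A and EGR1 (1.12) in MCF7 (the same numbers adjusted over the list alone, median −0.44, adjusted p = 0.0143).

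A further 4 lists were called toward MCF10A with the preset correlation and lost with an estimated correlation. Of 14 HLA and antigen presentation genes, the proteasome subunit PSMB8 (−4.12), NLRC5, at least 2.77-fold, and HLA-B (−1.02) were called (3 adjusted over the list alone, median −0.18, adjusted p = 0.00315, adjusted p = 0.0644 with an estimated correlation). No gene of 34 in the cell cycle list (0 adjusted over the list alone, median −0.20, adjusted p = 0.0411, adjusted p = 0.329 with an estimated correlation, and not called without any 1 of 5 arrays) or of 31 ribosomal protein genes (0 adjusted over the list alone, median −0.13, adjusted p = 0.00993, adjusted p = 0.478 with an estimated correlation) was called. Of 42 oxidative phosphorylation genes, NDUFC1 alone was called, higher in MCF7 (1.09, with 1 adjusted over the list alone, median −0.14, adjusted p = 0.00284, adjusted p = 0.250 with an estimated correlation). With the probeset of highest mean the call of NDUFC1 was lost (0.06).

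The other 8 lists were not called in 1 ng, though single members were. Of 21 interferon-induced genes, 5 were called higher in MCF10A, among them IFI44L, at least 1.55-fold, IFIT3, at least 1.33-fold, and BST2 (−1.71) (5 adjusted over the list alone, median −0.06, adjusted p = 0.154). Of 17 p53 targets, 5 were called higher in MCF10A, among them TP53I3 (−2.78), TNFRSF10B (−1.30) and FAS (−1.14, with both means under background) (5 adjusted over the list alone, median −0.26, adjusted p = 0.154). Of 14 cAMP-induced genes, RGS2, at least 6.66-fold, was called higher in MCF10A and FOSB in MCF7 (the same adjusted over the list alone, median −0.03, adjusted p = 0.635). Of 11 fibroblast markers, FBLN1, at least 3.99-fold, DCN, at least 1.10-fold, and COL6A3 (−1.93) were called higher in MCF10A and COL5A1 (1.42) in MCF7, the last 2 with both means under background (the same adjusted over the list alone, median −0.03, adjusted p = 0.298). Of 14 leukocyte markers, CD14 alone was called, at least 7.34-fold higher in MCF10A (1 adjusted over the list alone, median −0.00, adjusted p = 0.360), and of the 89 silent genes APOC3 alone, at least 2.54-fold (1 adjusted over the list alone, median −0.05, adjusted p = 0.360). No housekeeping gene of 6 was called (0 adjusted over the list alone, median −0.14, adjusted p = 0.147). No endothelial marker of 11 was called (0 adjusted over the list alone), and their median (0.01) and test (toward MCF10A, adjusted p = 0.861) differed in sign. In all, camera called 15 lists, 6 toward MCF7 and 9 toward MCF10A, 11 held with an estimated correlation, and fry called 21. With values raised to background the medians were 1.31 for luminal, 0.93 for oestrogen-induced, −0.94 for basal and −0.54 for mesenchymal genes, and 0 for inflammatory and EGF-induced genes.

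**Figure D3:**
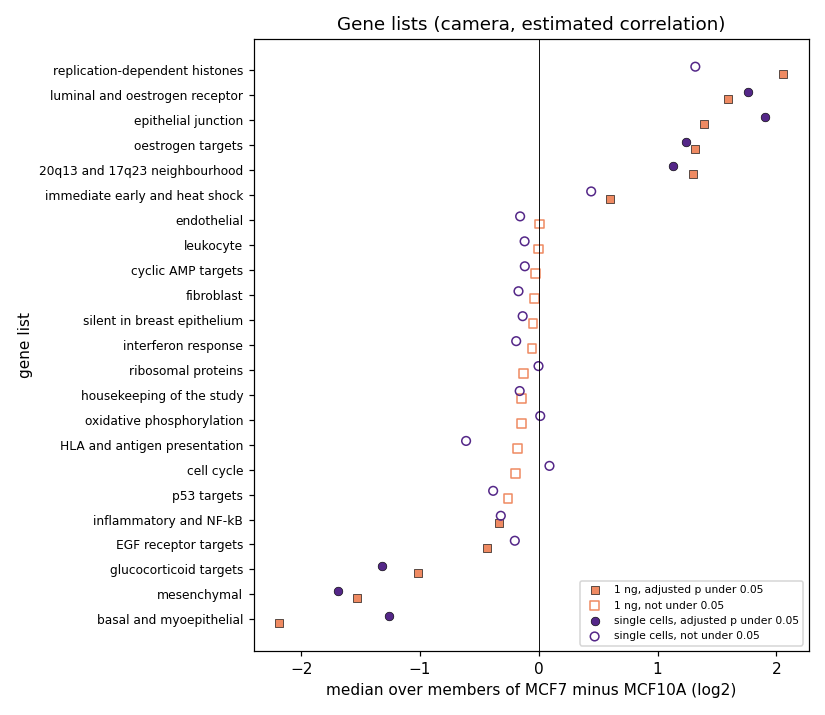
Median log2 difference, MCF7 minus MCF10A, of each of the 23 gene lists in 1 ng (squares) and single cells (circles). Filled symbols have an adjusted p under 0.05 with an estimated correlation, which holds for 11 lists in 1 ng and 7 in single cells.

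Most line differences called in single cells were also called in 1 ng. The lists shared 132 genes, 88.6% of the 149, where independent lists would share 7.88. Of the genes higher in MCF7 cells 67 of 83 were shared, and of those higher in MCF10A cells 65 of 66. MTUS1, chosen here after its values were seen, was the 1 gene called in single cells (1.10) whose difference in 1 ng had the other sign (−0.15). Across the 149 genes the differences in the inputs correlated at 0.948 with a slope of single cells on 1 ng of 1.03, and across the 1749 genes called in 1 ng at 0.850 with a slope of 0.718. The 149 were chosen for large differences in single cells and the 1749 for those in 1 ng. Each choice favours its own input, so the slope of 1.03 does not show equal differences. Across all 16516 genes Pearson's r was 0.703 and Spearman's rho 0.544. Genes called in 1 ng whose brighter line lay above 11 on the log2 scale had a slope of 0.924, those from 9 to 11 had 0.724 and those under 9 had 0.551.

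**Figure D4:**
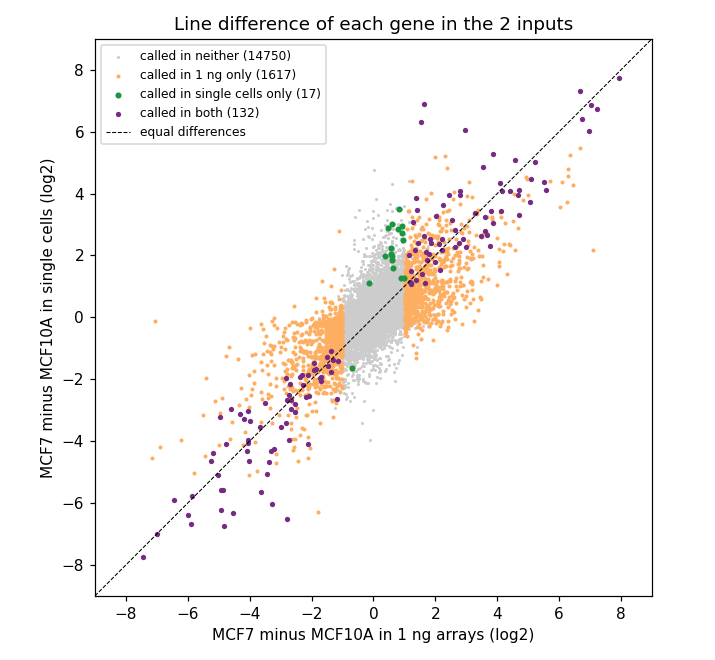
Log2 difference, MCF7 minus MCF10A, in 1 ng (horizontal) and in single cells (vertical), 1 point per gene, coloured by where it was called. Of the 16516 genes, 132 were called in both inputs, 1617 in 1 ng alone and 17 in single cells alone, and the dashed line marks equal differences.

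Some transcripts that told the lines apart in 1 ng were near background in every single cell, and a few separated the cells more than the bulk RNA. The cornified envelope gene SPRR1A (Entrez 6698) averaged 9.94 ± 0.11 in 1 ng of MCF10A RNA and 6.30 ± 0.15 in 1 ng of MCF7 RNA (SD, n = 5), but 6.05 and 5.82 in single cells. S100P averaged 13.78 ± 0.05 and 12.14 ± 0.15 in 1 ng of MCF7 and MCF10A RNA (SD, n = 5), 3.12-fold apart, whereas in MCF10A cells it averaged 6.27 ± 0.80 (SD, n = 5) and was above background in 1 of 5. FXYD3 likewise differed by 1.53 in 1 ng and by 6.31 in single cells.

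The line difference itself differed between the inputs in 113 genes, 57 with a positive and 56 with a negative interaction. In 104 of them the difference was larger in 1 ng and in 9 it was larger in single cells. In 69 of the 104 both lines were below background on all 10 single cell arrays, against 299 of all 1749 genes called in 1 ng, so the sizes of interactions rest partly on values under background. The lowest p with a positive interaction belonged to SPRR1A (3.41, SE 0.17, adjusted p = 2.25e-09), the epithelial sodium channel subunit SCNN1B (2.03, adjusted p = 1.17e-06), the gelatinase MMP2 (1.35), the formyl peptide receptor FPR1 (1.47) and the lipoxygenase ALOX15B (2.12). With a negative interaction they were the adhesion molecule CEACAM5 (−1.81, adjusted p = 1.12e-07), the dehydrogenase DHRS2 (−3.36, adjusted p = 1.39e-06), RIPOR3 (−2.35), OLFML3 (−2.73) and CPT1C (−2.45). SCNN1B differed between the lines by −2.17 in 1 ng and −0.14 in single cells, DHRS2 by 3.24 and −0.11, and CEACAM5 by 1.65 and −0.16. SPRR1B (6.95, SE 0.76, adjusted p = 4.35e-05), S100P (5.25, SE 0.48, adjusted p = 4.41e-06), FXYD3 (4.78, adjusted p = 0.00131) and TP53I3 (−3.74, adjusted p = 0.0119, over the threshold) were the largest or nearest among the other genes named. Taken from the probeset with the highest mean, MMP2 changed sign (−0.16) and CEACAM5 (−0.14) and RIPOR3 (−0.07) were no longer called. The count was 35 over the genes above background, 61 with array weights and 60 with a variance per input type. Without MCF10A cell replicates 4 and 5 together, 78 were positive and 37 negative.

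Camera of the interaction called 5 lists upward with the preset correlation and 0 with an estimated correlation. They were basal genes (median 0.43, adjusted p = 0.000157, adjusted p = 0.199 with an estimated correlation), mesenchymal genes (median 0.14, adjusted p = 0.0376, adjusted p = 0.443 with an estimated correlation) and EGF-induced genes (median 0.33, adjusted p = 0.0376, adjusted p = 0.209 with an estimated correlation). The others were ribosomal protein genes (median 0.14, adjusted p = 0.000138, adjusted p = 0.484 with an estimated correlation) and oxidative phosphorylation genes (median 0.16, adjusted p = 3.3e-05, adjusted p = 0.209 with an estimated correlation).

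Single cells lacked signal for many genes seen in 1 ng of the same line. Counted from background, DHRS2 was at least 9.51-fold and PIGZ, a mannosyltransferase of GPI anchors, at least 5.98-fold (−4.29, adjusted p = 4.28e-09) lower in single MCF7 cells than in 1 ng. SPRR1B was at least 58.8-fold (−8.94, adjusted p = 6.81e-11) and the interferon-induced IFITM1 at least 9.62-fold lower in single MCF10A cells than in 1 ng. All 4 were below background in all 5 of those cells. Sorted cells in lysis solution were set here against purified RNA, so input and starting material cannot be told apart. The inputs were normalized in separate runs, and the median over all genes shifted by −0.55 in MCF7 and by −0.52 in MCF10A. Against that shift 2917 genes were called in MCF7, 6 higher and 2911 lower in single cells, and 3096 in MCF10A, 9 higher and 3087 lower. After quantile normalization over both inputs the counts were 771, 233 higher and 538 lower, in MCF7, and 1390, 592 higher and 798 lower, in MCF10A.

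The lowest p among lower genes in MCF7 cells belonged also to IQCE (at least 4.54-fold), the endoplasmic reticulum exchange factor SIL1 (−2.96) and GK3 (−2.68, with both means under background), and among higher genes to RBP2, a retinol-binding protein (1.11, adjusted p = 7.28e-06), the mitochondrial micropeptide MTLN (at least 5.88-fold), ACTN1, an actinin (1.25), CPTP (1.51) and PEMT (1.54). ACTN1 changed sign, to −0.54, with the probeset of highest mean. In MCF10A cells the others were NAT14 (−4.03), SPRR1A (at least 8.70-fold) and CARD6 (at least 8.18-fold), and among higher genes the taste receptor TAS1R2 (1.16), RBP2 (1.28), the adaptor GRB7 (1.02), the lipid peroxidase GPX4 (3.23, adjusted p = 0.000266) and ARRDC1 (at least 1.15-fold). In MCF7 RBP2, and in MCF10A RBP2, TAS1R2 and GRB7, had both means below the background of 1 ng. No list was called by camera in either line, whereas fry called all 23 in each. At an unadjusted p under 0.05 camera had none in MCF7, where the lowest p was 0.0557 for inflammatory genes, and 4 in MCF10A, oxidative phosphorylation, ribosomal protein, EGF-induced and basal genes. The lowest medians in MCF7 were −2.29 for histones with 6 of 12 lower (8 adjusted over the list alone), −1.53 for the cell cycle with 8 of 34 lower (5 adjusted over the list alone) and −1.18 for p53 targets with 7 of 17 lower (7 adjusted over the list alone). In MCF10A they were −1.68 for the cell cycle with 13 of 34 lower (13 adjusted over the list alone), −1.65 for histones with 6 of 12 (8 adjusted over the list alone), −1.25 for basal genes with 10 of 21 (10 adjusted over the list alone), −1.15 for epithelial junction genes with 6 of 19 (7 adjusted over the list alone) and −1.14 for EGF-induced genes with 9 of 19 (10 adjusted over the list alone). Ribosomal protein genes had medians of −0.25 and −0.38, with 1 lower in each line (1 adjusted over the list alone in each). Camera compares a list with all other genes, and its direction was up while the median was negative for the cell cycle, ribosomal protein, oxidative phosphorylation, 20q13 and 17q23, and leukocyte lists in MCF7. In MCF10A the same held for the luminal, oestrogen-induced, glucocorticoid-induced, inflammatory, HLA, p53, fibroblast, leukocyte, endothelial and silent lists.

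Fewer genes were detected in single MCF7 cells than in 1 ng, and values spread more between single cells of both lines. MCF7 cells had 6830 ± 293 genes above background (SD, n = 5) and 1 ng of MCF7 RNA 8466 ± 344, a difference of −1635 (exact permutation p = 0.00794). In MCF10A they numbered 6006 ± 498 and 6939 ± 756, and the difference of −933 did not pass (exact permutation p = 0.0635). It did pass with background at the 99th percentile (−1217, exact permutation p = 0.0238) or at the median plus 2 (−1735, exact permutation p = 0.00794), and without MCF10A 1 ng replicate 1 (−1253) or MCF10A single cell replicate 1 (−1102). MCF7 had more detected genes than MCF10A, by 825 in single cells (exact permutation p = 0.0238) and by 1527 in 1 ng (exact permutation p = 0.00794). The background of MCF10A was the higher one in both inputs, and the size of this difference depended on the level used. With background at the median plus 2 it was 407 in single cells (exact permutation p = 0.0476) and 94.6 in 1 ng (exact permutation p = 0.452), and with the 99th percentile 835 (exact permutation p = 0.0238) and 1410 (exact permutation p = 0.00794). The median SD of the 7208 genes above background was 0.524 in MCF7 cells and 0.562 in MCF10A cells, against 0.199 and 0.183 in 1 ng. An SD above 1 was found for 1631 of these genes in MCF7 cells and 2013 in MCF10A cells, and for 22 and 16 in 1 ng. Each array's median deviation from the rest of its group was 0.385 in MCF7 cells and 0.161 in 1 ng, and 0.405 and 0.146 in MCF10A (exact permutation p = 0.00794 in both lines).

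Signal from the 5′ end of GAPDH, the glycolytic control gene, was lower in single cells. The 5′ minus 3′ difference changed by −3.58 in MCF7 (exact permutation p = 0.00794, adjusted p = 0.0318) and by −1.75 in MCF10A (exact permutation p = 0.0238, adjusted p = 0.0476). The 5′ probeset changed by −3.50 and −1.68. The 3′ probeset lay between 14.26 and 14.53 on every array, close to the highest value of the table (14.69). A change at the 3′ end could therefore not be seen. The middle probeset, at 12.73 to 13.17 in single cells, changed by −0.62 in MCF7 and −0.56 in MCF10A. The 5′ probeset of GAPDH thus fell more than the middle one, a difference that was not tested. For ACTB, which encodes actin, the same measure changed by −0.42 in MCF7 (exact permutation p = 0.0476, adjusted p = 0.0635) and by 0.18 in MCF10A (exact permutation p = 0.349). The ACTB 5′ probeset averaged 6.74 in MCF7 cells and 6.88 in MCF10A cells, close to the mean background of single cells (6.68). A larger fall at that end could not be seen. The ACTB middle probeset changed by −1.38 in MCF7 and −0.33 in MCF10A. The 5′ minus 3′ change of GAPDH in MCF10A was −0.97 without MCF10A cell replicate 2. It did not pass when any 1 of the MCF10A 1 ng arrays was left out (−1.72 to −1.80, exact permutation p = 0.0556 to 0.0714).

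Cell cycle genes moved together from cell to cell. The list's mean, relative to its group, had an SD of 1.06 over the 10 single cells and 0.0988 over the 10 arrays of 1 ng, and the spread in cells lay above that of all 1000 random lists of like size and level. The much smaller spread in 1 ng also stood high, at percentile 99.7 of random lists (random median 0.0523). In MCF7 cell replicate 2 the list was −2.15 from the mean of its group, and the other MCF7 cells ranged from 0.15 to 0.90. The p53 targets (SD 0.533 in cells, 0.0566 in 1 ng), histones (0.638 and 0.112) and interferon-induced genes (0.290) were also above all random lists. The mesenchymal list (0.316) stood at percentile 99.9, silent genes at 99.1 and the luminal list (0.286) at 98.9. The ribosomal protein (0.100), oxidative phosphorylation (0.0919) and housekeeping (0.107) lists stood at percentiles 9, 5.2 and 0.7.

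**Figure D5:**
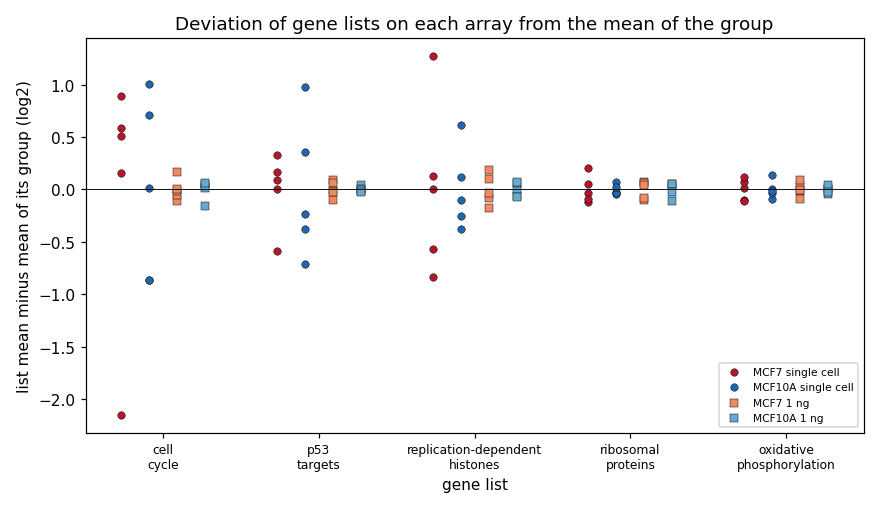
Mean of each of 5 gene lists per array, as the log2 difference from the mean of its group, 1 point per array in each of the 4 groups. Cell cycle values run from −2.15 to 1.00 in single cells, while ribosomal protein and oxidative phosphorylation values stay near 0.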

Values the study reported

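The study reported 92 genes as differentially expressed between single MCF7 and MCF10A cells on these arrays by LIMMA (fold change above 2, false discovery rate under 0.01), 50 of them higher in MCF7 and 42 higher in MCF10A. It gave a mean cDNA yield of 4.1 μg, with a range of 3.0 to 5.1 μg. For the top 200 genes it gave Pearson correlations of 0.89 between 10 μg and 1 ng and of 0.78 between 10 μg and single cells. In its reference from 10 μg of unamplified RNA it called 2202 genes between the lines by the same thresholds, and that data set was not analysed here.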

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

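Chosen after the result was seen were the tests of normalization for the count in single cells and for S100P, SPRR1B and SPRR1A, the test of random loss and the splits of the interaction with line and input effects removed. The other tests were set before their results were seen.

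The count of genes that told the lines apart was 149 in single cells and 1749 in 1 ng. Whether wider spread is the whole cause stays open. The line means of 1 ng with the deviations of the single cells gave 572 genes. That does not decide it, because genes under background in single cells have deviations that the background can keep small. Those deviations also leave out the noise in the mean of 5 cells. Measured differences were smaller in single cells, with a slope on 1 ng of 0.718 across the 1749 genes, which were chosen on 1 ng. Of the 1617 genes called in 1 ng alone, 291 had both lines below background on all 10 single cell arrays. Whether smaller differences are the whole cause stays open too. The line means of single cells with the deviations of 1 ng gave 1957, but those means carry the noise of 5 cells, which alone, with equal line means, gave 497 to 561 genes in 20 draws. Quantile normalization of the single cell arrays gave 152, with 146 of the 149 shared, but those arrays already had like quantiles, so this says nothing about the deposited scaling, which stays open as a cause. The spread may hold both differences between cells and noise of amplification, which 1 array per cell does not separate.

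S100P, SPRR1B and SPRR1A were bright in 1 ng of MCF10A RNA and near background in most or all single MCF10A cells, with S100P between 5.54 and 7.60 in MCF10A cells and between 11.83 and 13.60 in MCF7 cells. A difference of scale between the inputs is argued against. With all 20 arrays quantile normalized together, 3 of 3 kept the call (4.85 for S100P, 7.19 for SPRR1B, 3.38 for SPRR1A). Joint scaling of gene values does not redo the RMA summarization of each run, which stays open. Random loss stays open. It was judged on 740 genes above 11 in 1 ng of both lines and not over 3 log2 units lower in any of the 5 MCF7 cells. Under independent loss 0.0054 of them would be expected to lie over 3 log2 units lower in all 5 MCF10A cells, and 1 was seen, S100P. However, 3 definitions of the limit, each set after the result of the one before, disagreed. A squamous state held by few MCF10A cells could give the same picture and stays open too, since a list of 34 squamous genes had a median interaction of −0.10 while its test pointed upward (camera with an estimated correlation, p = 0.313), with 2 of its genes called higher and 0 lower. Random loss and such a state cannot be told apart with 5 cells.

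The cell cycle list spread more between single cells (SD 1.06) than any random list of like level (highest 0.333). A general loss of transcripts in MCF7 cell replicate 2 is argued against, as the list's deviation there (−2.15) lay at percentile 0 of random lists, whose lowest was −0.67, while ribosomal protein (0.05) and oxidative phosphorylation (0.07) genes did not move with it. That array alone is also argued against, as the spread without it was 0.686, at percentile 100. No biological explanation was tested, because no label gives the cycle stage of a cell.

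Random splits of the arrays showed whether chance could give such counts. By the rank of the real split, which came first of 100 each time, it can be excluded for the line and input differences. For the input differences the real split is also that of the normalization runs, so its rank may reflect the runs alone. The line difference had 149 genes in single cells (highest other split 1) and 1749 in 1 ng (highest other 0). The input difference had 2917 in MCF7 (highest other 0) and 3096 in MCF10A (highest other 0). Only the rank counts here, since other splits leave the tested difference in the spread within groups. Their low counts do not show how many genes chance alone would give. For the interaction (113), 2 of 100 splits of each line's arrays between the inputs gave as many genes, the real one included, but this decides nothing, because such splits leave the input difference in the spread within groups. The highest other split gave 386 and the next 4. That of 386 put 3 true single cells among the 5 called single in MCF7 and 0 in MCF10A, and so points to the input difference, which it turned round in MCF10A. With the line and input effects of each gene removed and the arrays split between the lines within each input, 1 of 100 splits, the real one, gave as many genes (highest other 2). By that rank alone chance can be excluded for the interaction. For the gene lists chance could not be excluded in single cells (12 lists called, 13 of 100 splits gave as many, highest other 15). In 1 ng (15 lists, 4 of 100 splits, highest other 15) it was excluded by 1 split only, and only after the list symbols had been corrected with the results already seen, so little weight can be put on it.

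Arrays that stood apart from the other 4 of their group are given next, and chance alone would single out about 1 in 20 groups. Among 40 groups of measures per array 5 did so. MCF10A 1 ng replicate 1 had the highest background level (7.79, others 7.13 to 7.31), the widest deviation from its group (0.186, others 0.133 to 0.141), the lowest mean correlation with its group (0.966, others 0.975 to 0.976) and the lowest signal of the GAPDH middle control (13.09, others 13.55 to 13.71). MCF7 single cell replicate 4 had the highest ACTB 3′ control (12.39, others 11.75 to 11.91).

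Among 236 groups of values of 59 named genes, 36 had 1 such array. In MCF10A 1 ng replicate 1 they were NNMT (12.84), CAVIN3 (11.78), CAV1 (12.14), FXYD5 (12.29), VIM (7.03), RPL14 (13.89) and B2M (9.28). In the other 1 ng arrays of MCF10A they were SLPI (13.82) and CDH1 (7.23) in replicate 4, SYNE4 (6.27) in replicate 3 and ACTB (12.23) in replicate 2. In 1 ng of MCF7 they were SCNN1B (6.67) and ALOX15B (4.72) in replicate 1, ESR1 (6.78) and CCND1 (8.47) in replicate 3, TFF3 (13.97) and EGFR (6.41) in replicate 4 and IGFBP6 (9.98) in replicate 5. In single MCF10A cells they were FXYD3 (7.67), ESRP1 (7.66) and RAB25 (8.93) in replicate 2, GPX1 (13.09), SLPI (12.65) and RPL32 (13.90) in replicate 1, and MB (5.84) and FXYD5 (9.56) in replicate 4. In single MCF7 cells they were S100A2 (8.21), IGFBP6 (10.57) and PGK1 (8.93) in replicate 3, FXYD3 (9.84), CAV1 (9.38) and ANXA1 (5.18) in replicate 4, MB (5.60) and GSDME (3.80) in replicate 5, SLPI (9.14) in replicate 1 and S100P (11.83) in replicate 2.

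Of the 113 genes whose line difference differed between the inputs, the named ones had interactions of 5.25 for S100P, 4.78 for FXYD3, 6.95 for SPRR1B, 3.41 for SPRR1A, 2.03 for SCNN1B, 1.35 for MMP2, 1.47 for FPR1 and 2.12 for ALOX15B. They were −1.81 for CEACAM5, −3.36 for DHRS2, −2.35 for RIPOR3, −2.73 for OLFML3 and −2.45 for CPT1C.

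Probesets that could not be assigned to 1 gene were outside the comparisons. Of 13522 such probesets, 31 were called between the lines in single cells, 13 higher in MCF7, and 505 in 1 ng, 267 higher in MCF7.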

How the results depend on the processing

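Leaving out MCF10A single cells 4 and 5 together, camera of the interaction, the exact permutation of each list and the line comparison of detected genes with other backgrounds were chosen after the data had been seen. The cause of each change below was not tested, except where fewer genes were tested or fewer arrays were fitted. Signal over background limits what single cells can show: 103 of their 149 called genes had the dimmer line below background in all 5 cells.

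In single cells the 149 genes became 323 at an adjusted p under 0.05, 558 by no overlap and a change over 2-fold, 712 with 4 group means over all 20 arrays and 47 with the replicate number as a block. The replicate numbers did not pair the samples (correlations of same-numbered samples of −0.19 to 0.12), and the block gave 1661 genes in 1 ng, 2201 and 2350 for the inputs in MCF7 and MCF10A, and 88 for the interaction. Leaving out 1 array gave 116 to 161 genes in single cells, and 131 were called without MCF10A cells 4 and 5. The balance of directions, 83 higher in MCF7 and 66 higher in MCF10A, became 70 and 79 without MCF10A cell 4 and 55 and 76 without cells 4 and 5, and that of the interaction, 57 and 56, became 78 and 37 without both and between 58 and 82 and 87 and 52 with 1 array left out. In 1 ng the 1749 genes became 1036 among genes above background, 1054 with 4 group means and 4366 as probesets 1 by 1. For the input in MCF7 the 2917 genes became 771 with quantile normalization, 817 with median centring, 1382 among genes above background and 6846 as probesets. In MCF10A the 3096 became 1390, 1425, 1499 and 7144 under the same settings. The 113 interactions became 35 among genes above background, 61 with array weights, 60 with a variance per input type, 290 as probesets, 225 at an adjusted p under 0.05, and 85 to 140 with 1 array left out.

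The correlation of line differences was 0.739 over genes above background, 0.850 over genes called in 1 ng and 0.923 over the top 200 genes, and 0.669 to 0.706 with 1 array left out. Lists called in single cells were 7 with an estimated correlation and 12 to 14 with 1 array left out, and in 1 ng 11 and 14 to 15. By exact permutation 12 were called in single cells, with housekeeping and fibroblast genes and without the silent list and the list of immediate early and heat shock genes. In 1 ng 21 were called, all but endothelial and silent genes. The median SD over all genes was 0.264 in MCF7 cells and 0.260 in MCF10A cells, and with 1 cell left out 0.463 to 0.503 and 0.505 to 0.525 over genes above background. The difference in detected genes in MCF10A was −1217 at the 99th percentile and −1735 at the median plus 2, both past the test, and −1253 to −762 with 1 array left out. The excess of detected genes in MCF7 over MCF10A (825 in single cells, 1527 in 1 ng) became 407 and 94.6 at the median plus 2, the latter not past the test. The 5′ minus 3′ change with 1 array left out was −0.54 to −0.26 for ACTB in MCF7 and −2.15 to −0.97 for GAPDH in MCF10A.

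With the probeset of highest mean, ACTN1 in MCF7 (−0.54) and the interaction of MMP2 (−0.16) reversed. No other called value of a named gene changed sign. With that probeset ESR1 (6.80), FOXA1 and SPARC newly passed and ESRP1 fell short in single cells. In 1 ng ESR1 (6.92), EGFR, CCND1, DUSP1, CENPF and SDHD newly passed and NDUFC1 and COL5A1 fell short. Outside of leaving out arrays, values of named genes in single cells kept their side of the threshold in 1054 cases, fell short in 34 and newly passed in 37, and in 1 ng did so in 1021, 11 and 9. In the interaction 91 kept their side and 2 fell short, in the MCF7 input 80 and 5, and in the MCF10A input 92 and 3. With 1 array left out these were 1090, 51 and 9 in single cells, 1184, 5 and 11 in 1 ng, 200 and 0 in the interaction, 92 and 8 in the MCF7 input, and 91 and 9 in the MCF10A input.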

Other observations

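The values per cell and the counts of genes on in some cells and off in others were chosen after the data had been seen.

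Some transcripts were bright in some cells of a line and near background in others, while the arrays of 1 ng lay close together. Differences between cells and noise of amplification are not separated here. KRT14, the basal keratin, was 13.79, 12.79 and 13.08 in MCF10A cell replicates 2, 3 and 5 but 5.75 and 5.86 in replicates 1 and 4, while the 5 arrays of 1 ng averaged 13.65 ± 0.08 (SD, n = 5). MSMB, a secreted protein, was 9.96 and 10.61 in 2 MCF7 cells and 4.54 to 4.68 in the other 3, against 12.51 ± 0.11 in 1 ng (SD, n = 5). IFITM1, an interferon-induced membrane protein, was 10.10 and 8.68 in 2 MCF7 cells and 3.89 to 5.19 in the others. MB was 12.01 to 12.74 in 4 MCF7 cells and 5.60 in replicate 5. Of 15528 genes with an SD under 0.5 in 1 ng of MCF7 RNA, 246 had an SD above 2 between MCF7 cells, and of 15612 such genes in MCF10A, 347 did.

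Besides the cell cycle, p53 targets and histones differed between cells of 1 line. The mean of the p53 targets, relative to the group, was 0.98 in MCF10A cell replicate 2 and 0.35 in replicate 1, against −0.71, −0.24 and −0.38 in the others. The histone mean was 1.27 in MCF7 cell replicate 2, the cell with the lowest cell cycle list, and −0.83 and −0.57 in replicates 5 and 4. The epithelial genes ESRP1, RAB25 and FXYD3 had their highest MCF10A values, 7.66, 8.93 and 7.67, in MCF10A cell replicate 2.

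The number of genes called between the lines in single cells was 149 here. It was higher than the study's. The study assigned probesets to ENSEMBL genes, so the counts rest on different gene sets and are not like for like.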
